A study of Bubalus bubalis with 6 samples.

How the data were processed

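Cell-free saliva was sampled from 3 healthy Murrah buffaloes (Bubalus bubalis), each at estrus and at diestrus, which gave 6 small RNA libraries. Estrus is the phase of sexual receptivity around ovulation, and diestrus is the luteal phase between ovulations. Per the labels' protocols, RNA was extracted from cell-free saliva with a phenol-based reagent, and libraries were made with the QIAseq miRNA kit, in which each molecule receives a unique molecular index at reverse transcription before PCR. The labels do not state the aligner, the miRNA reference, the counting rule or whether the indices were collapsed, so the term read is used below for the counted unit. PCR copies are not independent molecules unless indices were collapsed, and the intervals and floors given below cover counting error only.

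The authors deposited 1 table of normalized counts for 273 miRNAs, all named with the bovine prefix bta, with 1 column per sample. Its values are a size-factor scaled signal, and the deposited columns do not sum to a common total. In each deposited column, 100% of the values were whole multiples of 1 step, so whole reads could be recovered; the largest distance from a whole number was 1.05e-05 reads. The 6 steps equalled the reciprocals of median-of-ratios size factors recomputed from the recovered reads over the 43 miRNAs above 0 in all 6 samples. Among these, 11 miRNAs had at least 10 reads in every library. The size factors ranged from 0.351 in diestrus replicate 1 to 5.56 in estrus replicate 3. Resampling the 43 miRNAs 10000 times gave a 95% interval of 0.219 to 0.626 for the former and 2.30 to 9.61 for the latter, so the scaling of single libraries was known only within a wide range.

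Recovered depth was 16874, 6749 and 27036 reads for estrus replicates 1, 2 and 3, and 3015, 5548 and 5055 reads for diestrus replicates 1, 2 and 3. A floor of 3 reads corresponded to between 0.0111% of a library in estrus replicate 3 and 0.0995% in diestrus replicate 1. On the deposited scale 1 read was worth 0.18 in estrus replicate 3 and 2.85 in diestrus replicate 1, so a pseudocount of 1 weighs differently on deep and shallow libraries. No pair of libraries agreed within sampling noise: the chi-square statistic per degree of freedom between libraries was at least 9.78, and each library was counted as 1 replicate.

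Samples were grouped by the phase in their labels. The replicate number in the labels is also the animal number, which is where the pairing of samples across phases comes from. The fit did not use it, since the labels do not state that the authors did. miRNA levels were compared with limma 3.58.1 in R 4.3.3 on log2(deposited value + 1), with a mean-variance trend, for the 58 miRNAs whose mean over the 6 samples was at least 5. Adjusted p-values are Benjamini-Hochberg values over these 58. Changes are estrus minus diestrus on the log2(value + 1) scale, which understates the change of low miRNAs. In this fit limma estimated no spread of variances among miRNAs beyond the trend, so each test used 232 degrees of freedom in place of the 4 of a single miRNA, and its p-values rest on the miRNAs sharing that trend. Summaries with 1 value per sample were compared by an exact two-sided permutation test over the 20 assignments of 6 samples to 3 and 3. This test cannot give a p-value below 0.1, and the paired sign-flip test over 3 animals cannot go below 0.25.

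Before the data were examined, the tests, the filter, the alternatives, the marker lists (let-7 family, erythrocyte, leukocyte and epithelial miRNAs), a candidate list (miR-16b, miR-191 and miR-223) and the rule for naming miRNAs were fixed. The rule names the 5 most abundant miRNAs, the 5 with the smallest p-value in each direction among those that changed the same way in all 3 animals, and the candidates. The alternatives were a replicate block, pseudocounts of 0.1 and 10, no filter or a mean of at least 50, column totals scaled to CPM, median centring, quantile normalization, limma without a trend, and leaving out each sample in turn. edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 were run on the recovered reads as alternatives only. Added after the data were seen were shares of the column total put back on the mean column total, so that the pseudocount keeps its weight, scaling to the column total without miR-1246, and edgeR with a replicate block. The fits without 1 sample kept the 58 miRNAs of the fit on all samples.

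The fits were tested on simulated data, drawn with the real means, depths and, in turn, a dispersion of 0.1 or the dispersion of 1.47 that edgeR estimated from these libraries. Over 50 simulated tables with 20 of 58 miRNAs changed 16-fold, limma recovered 100% of the changed miRNAs at the lower dispersion, with 0.62 false calls per table, and 18.9% at the estimated dispersion, with 0.38 false calls. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for the remaining steps. Genomic positions of the miRNAs were not analysed here.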

Results

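miRNA profiles of cell-free saliva were compared between estrus and diestrus in the same 3 Murrah buffaloes, 3 libraries per phase. The question was which salivary miRNAs differ between the 2 phases. The deposited table listed 273 miRNAs, and 64277 reads were recovered from it over the 6 libraries. Depth differed 8.97-fold between the deepest library (estrus replicate 3, 27036 reads) and the shallowest (diestrus replicate 1, 3015 reads). The estrus libraries held 16874, 6749 and 27036 reads, and each exceeded the deepest diestrus library, at 5548 reads. Depth and phase were therefore not separable in this design, and the labels gave no sequencing batch within which to repeat the comparisons.

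More miRNAs were detected at estrus than at diestrus. The number with at least 1 read was 172 ± 56 at estrus and 102 ± 16.3 at diestrus (mean ± SD, n = 3 each), and the 2 groups did not overlap (exact permutation test, two-sided, p = 0.1, the smallest this design allows). The paired differences were 88, 8 and 113 miRNAs in animals 1, 2 and 3 (exact sign-flip test, p = 0.25, also the smallest possible). In 3015 reads, the depth of the smallest library, the expected number was 104 ± 27 at estrus and 86.2 ± 2.65 at diestrus, and the groups overlapped (exact permutation test, p = 0.4). At that depth estrus replicate 3 had 135 expected miRNAs, estrus replicate 1 had 94.5 and estrus replicate 2 had 83.2. Counting only miRNAs with at least 5 normalized counts reduced the difference between phases from 69.7 to 14 miRNAs (exact permutation test, p = 0.3), and a threshold of 10 reduced it to 8.67. On this scale 1 read was worth 0.18 in estrus replicate 3 and 2.85 in diestrus replicate 1, so these thresholds are strictest in the deepest libraries and lower the difference by construction.

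**Figure D1:**
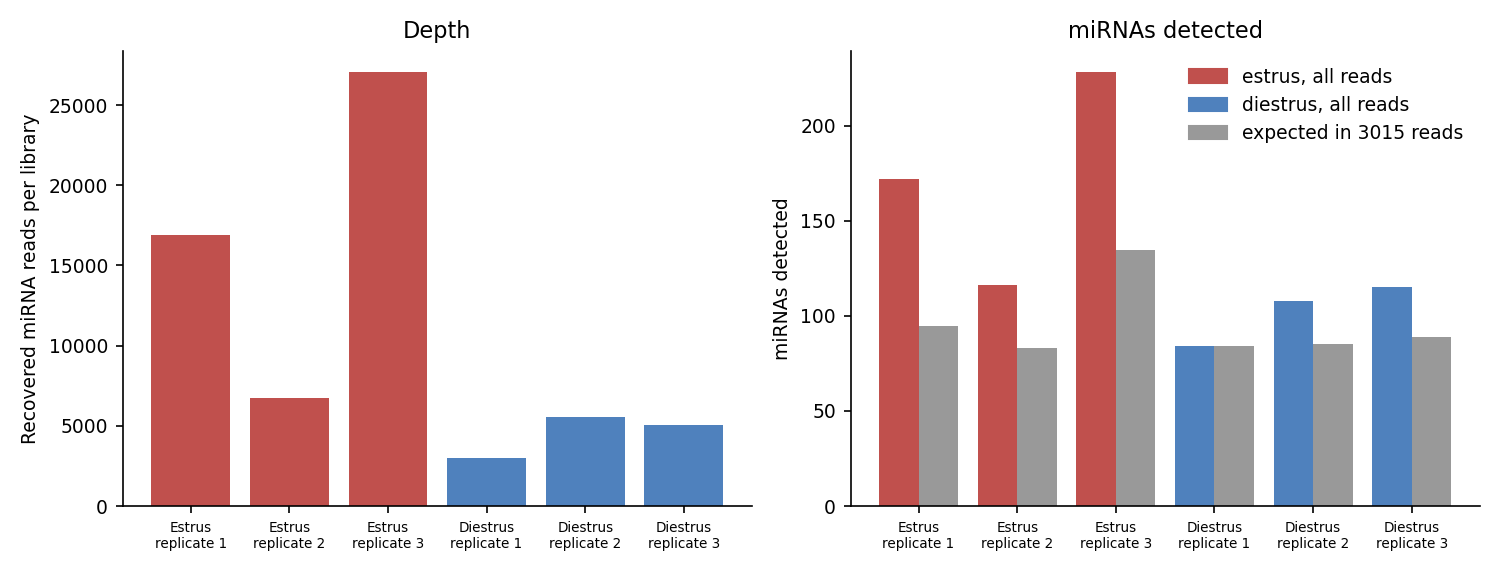
Left, bars give recovered miRNA reads per library. Right, coloured bars give the miRNAs detected with all reads and grey bars the number expected in 3015 reads drawn from the same library; estrus bars are red and diestrus bars blue. The difference in detection between phases shrinks at equal depth, and estrus replicate 3 remains highest with 135 expected miRNAs.

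A few miRNAs held most of the reads. The 10 most abundant miRNAs of each library made up 77.7% ± 16.4 of its reads at estrus and 90.4% ± 3.28 at diestrus (SD, n = 3 each). This difference was not larger than the spread between replicates (exact permutation test, p = 0.3), and estrus replicate 3, at 59.3%, accounted for most of the spread. With animals paired, the sign-flip test gave p = 0.5 (exact), since the share was lower at estrus in animals 1 and 3 and higher by 3.63 percentage points in animal 2.

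The most abundant miRNA over all libraries was miR-1246. It held 76.2% of the reads in diestrus replicate 1 (95% Wilson interval 74.7 to 77.7), 55.0% in replicate 2 (53.6 to 56.3) and 73.6% in replicate 3 (72.3 to 74.8). At estrus it held 1.20% in replicate 1 (1.04 to 1.37), 20.0% in replicate 2 (19.1 to 21.0) and 1.80% in replicate 3 (1.65 to 1.97). The mean share was 7.68% ± 10.7 at estrus and 68.2% ± 11.6 at diestrus (SD, n = 3 each), a difference of -60.6 percentage points. All 3 estrus values lay below all 3 diestrus values, and the exact permutation test gave p = 0.1, its smallest value. The share was lower at estrus in each of the 3 animals, by 34.9 percentage points in animal 2 and by 75.0 and 71.8 percentage points in animals 1 and 3 (exact sign-flip test with animals paired, p = 0.25). At estrus the most abundant miRNA differed from library to library. It was miR-12034 in replicate 1 (29.3% of reads), miR-11980 in replicate 2 (34.8%) and let-7b in replicate 3 (20.2%).

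The libraries were compared by Spearman correlation of their reads across the 58 tested miRNAs, which are not independent replicates. The mean correlation was 0.69 among the diestrus libraries, 0.20 among the estrus libraries and 0.38 between phases. The highest single value, 0.92, joined estrus replicate 2 and diestrus replicate 2, which came from the same animal. Diestrus replicates 1 and 3 followed at 0.89. The other animals did not show such a match. Estrus replicate 1 correlated at 0.42 with diestrus replicate 1 and at 0.60 with diestrus replicate 2. Estrus replicate 3 correlated at 0.04 with diestrus replicate 3 and at 0.12 with diestrus replicate 1. Estrus replicate 3 correlated with the other 5 libraries at -0.18 to 0.17.

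**Figure D2:**
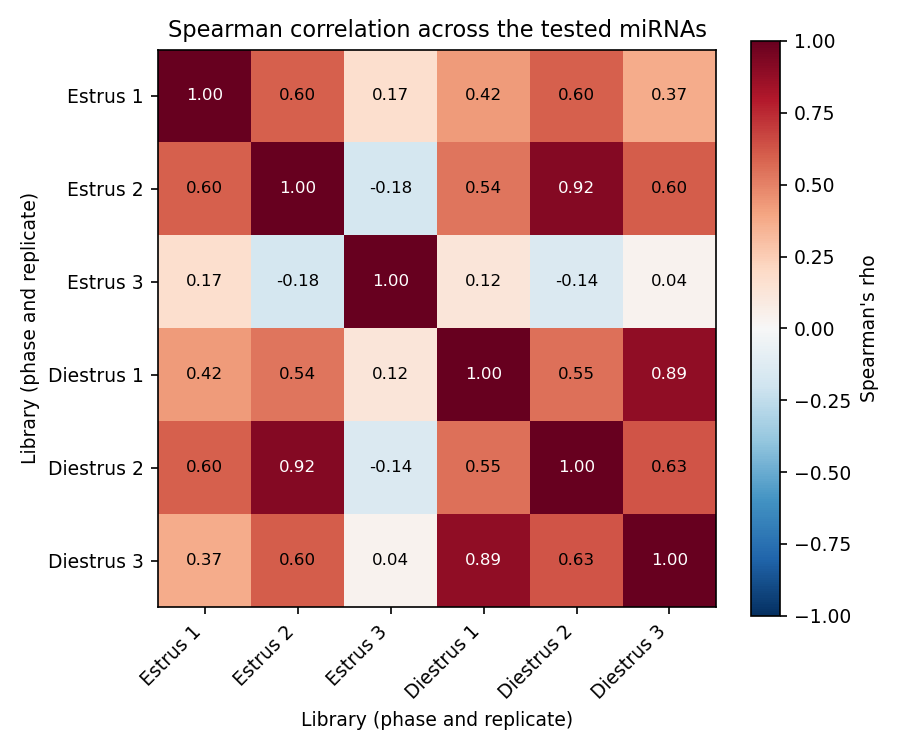
Each cell gives Spearman's rho between 2 libraries across the 58 tested miRNAs, with libraries named by phase and replicate on both axes. Estrus 2 lies closest to diestrus 2 (0.92), and estrus 3 stands apart from the other 5 libraries (-0.18 to 0.17).

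No miRNA differed between the phases at an adjusted p-value below 0.05 (limma, Benjamini-Hochberg over 58 miRNAs); the smallest adjusted value was 0.258. At an unadjusted p-value below 0.05, 8 miRNAs passed, and all of them changed at least 2-fold, 4 higher and 4 lower at estrus. The balance of directions in this list differed between alternatives. With each library centred on its median, 5 miRNAs passed, 1 higher and 4 lower, and edgeR on the recovered reads, which changes the test as well as the scaling, gave 10, of which 9 were higher and 1 lower. With the animal as a replicate block, 0 miRNAs passed the adjusted threshold and 6 passed the unadjusted one, 4 higher and 2 lower. The deviations of same-animal samples from their phase means correlated at 0.22 on average, with -0.0046, 0.37 and 0.30 for animals 1, 2 and 3. For samples of different animals the mean was -0.12, with values from -0.41 to 0.34. Deviations from a phase mean cancel over its samples, so a positive same-animal mean pulls the mean for different animals below 0. The latter is therefore no independent baseline. Same-animal values were higher on average, but the values overlapped. The alternative that moved the adjusted count most was the omission of estrus replicate 2, after which 6 miRNAs passed. These were miR-1246, miR-142-5p, miR-200c, miR-375, miR-99a-5p and let-7b, of which miR-200c and miR-375 are outside the naming rule and were chosen after their values were seen. In estrus replicates 1, 2 and 3, miR-200c had 78, 1 and 1093 reads and miR-375 had 25, 0 and 659. At diestrus miR-200c had 0, 2 and 0 reads and miR-375 had 0 in each library, all below the floor of 3 reads.

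The change over all 58 tested miRNAs was not centred on 0. Its median was 0.90 on the log2(value + 1) scale, with 42 miRNAs higher and 16 lower at estrus. Under the other scalings the median was 1.26 for CPM of the column total, 1.17 for shares of it, 0.21 after quantile normalization and -0.19 for totals without miR-1246. After median centring, which brings it near 0 by construction, it was 0.07. On the recovered reads it was 1.57 for edgeR, which changes the test as well as the scaling, and 1.62 for DESeq2. The median-of-ratios size factors of DESeq2 are those of the deposited scale, so it changes the test and not the scaling. Relative to the median of 0.90, the changes were -4.36 for miR-142-5p, -2.39 for miR-223, -2.07 for miR-23b-3p and -1.91 for miR-23a. They were 2.34 for miR-2892, 1.63 for let-7b, 1.43 for let-7f, -0.08 for miR-11980, -0.30 for miR-11987 and -1.0 for miR-191. Of the 58 miRNAs, 10 were higher and 6 were lower at estrus in all 3 animals, together 27.6%. By chance 25% would agree in direction if both directions were equally likely in each animal. The shift of the median away from 0 puts that condition in doubt, so the 25% is only a rough reference. The 2 phases did not overlap for 4 miRNAs (6.9%), where chance gives 10%. miR-30d, chosen after its values were seen, was higher at estrus, and miR-1246, miR-142-5p and miR-223 were lower. miR-30d had 24, 2 and 709 reads at estrus and 1, 1 and 2 at diestrus, mostly below the floor of 3 reads. Its groups were parted only by the scaling of 2 reads, worth 3.62 in estrus replicate 2 and 3.44 in diestrus replicate 3.

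Among the miRNAs lower at estrus in all 3 animals, miR-1246 (bta-miR-1246) had the smallest p-value. Its normalized count was 870 ± 1363 at estrus and 5968 ± 872 at diestrus (mean ± SD, n = 3 each). The log2 change was -4.51 with a standard error of 1.64, or -5.41 relative to the median, and the adjusted p-value was 0.258 (limma). With the replicate block the standard error was 1.81 and the adjusted p-value 0.34. Scaling moved this call, as quantile normalization gave an adjusted p-value of 0.0171 and CPM of the column total 0.162 (limma), within a range of 6.55e-44 to 0.901 over all alternatives. miR-142-5p had 3.34 ± 4.95 normalized counts at estrus and 30.3 ± 8.19 at diestrus, resting on 2, 5 and 1 reads at estrus and 13, 13 and 19 at diestrus. Its log2 change was -3.46 with a standard error of 1.51 (limma, adjusted p = 0.258). miR-223 was measured at 87.5 ± 44.2 and 233 ± 82 normalized counts, and its log2 change of -1.50 was close to its standard error of 1.48. miR-23a and miR-23b-3p changed by -1.01 and -1.18 with standard errors near 1.46, within the replicate error. Their reads were nearly equal in most libraries (41 and 40, 41 and 39, 75 and 74 at diestrus), so the counting may not separate these near-identical miRNAs.

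Among the miRNAs higher at estrus in all 3 animals, miR-12034 had 967 ± 960 normalized counts at estrus and 80.4 ± 110 at diestrus (mean ± SD, n = 3 each). Its log2 change was 3.31 with a standard error of 1.47, or 2.41 relative to the median (limma, adjusted p = 0.258). miR-2892 had 86.5 ± 94.7 and 18.5 ± 29.2 normalized counts, with a log2 change of 3.24 and a standard error of 1.45 (limma, adjusted p = 0.258), and 0 reads in diestrus replicate 1. miR-99a-5p had 1794 reads in estrus replicate 1, 1 in replicate 2 and 53 in replicate 3. It had 1, 0 and 1 reads at diestrus, all below the floor of 3 reads, so no fold change is given, and its adjusted p-value was also 0.258 (limma). let-7b had 441 ± 483 normalized counts at estrus and 53.2 ± 41 at diestrus, with a log2 change of 2.53 and a standard error of 1.47. let-7f had 88.5 ± 107 and 8.81 ± 2.33 normalized counts, with a log2 change of 2.33 and a standard error of 1.45. The adjusted p-values of let-7b and let-7f were 0.476 and 0.53 (limma), and members of this family share most of their sequence, so the split of reads between them is uncertain. The replicate SD exceeded the estrus mean for miR-99a-5p (239 ± 405 normalized counts), miR-2892, let-7b and let-7f.

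Of the 5 most abundant miRNAs, miR-11980 and miR-11987 showed no consistent change. miR-11980 had 1747 ± 2173 normalized counts at estrus and 632 ± 319 at diestrus, and its log2 change was 0.81 with a standard error of 1.60. miR-11987 had 807 ± 1174 and 193 ± 83.1 normalized counts, and its log2 change was 0.59 with a standard error of 1.51. Both were higher at estrus in animals 1 and 2 and lower in animal 3.

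**Figure D3:**
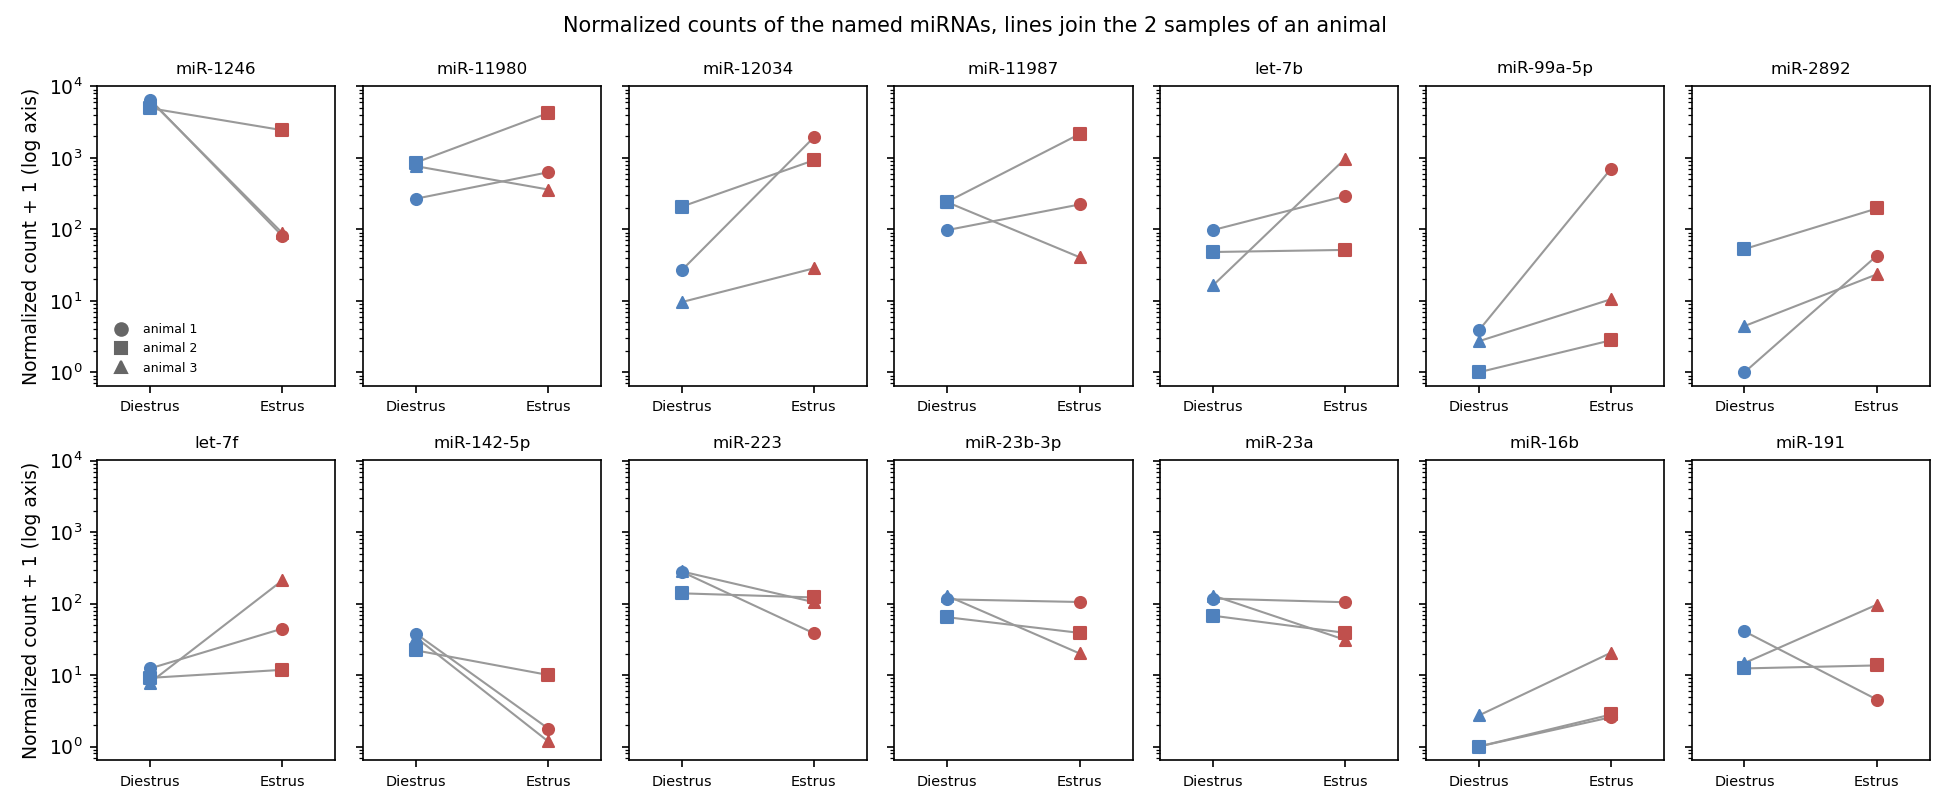
Normalized count plus 1 on a log axis for the 14 named miRNAs, with 1 panel per miRNA, diestrus samples in blue, estrus samples in red, a marker shape per animal and a line joining the 2 samples of each animal. miR-1246 falls in all 3 animals, least in animal 2, while the estrus values of miR-12034 spread from 27.5 to 1946 normalized counts.

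The candidate miRNAs showed no call. Of the 3, miR-191 and miR-223 passed the filter, and 0 of these 2 had an adjusted p-value below 0.05 over the list alone or over all 58 miRNAs (limma), nor an unadjusted one below 0.05. The replicate block also gave 0. miR-191 had 37.3 ± 50.8 normalized counts at estrus and 21.7 ± 15.8 at diestrus, with a log2 change of -0.11 and a standard error of 1.45; its sign differed between animals and between scalings. miR-16b was below the filter, with 4, 1 and 109 reads at estrus and 0, 0 and 1 at diestrus.

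Mean log2(value + 1) levels of the marker lists were compared in the same samples. The 2 leukocyte markers above the filter, miR-223 and miR-142-5p, averaged 3.89 ± 1.10 at estrus and 6.37 ± 0.49 at diestrus (SD, n = 3 each). The groups did not overlap, and the exact permutation test gave p = 0.1, its smallest value. With animals paired the differences were -3.64, -0.67 and -3.13 (exact sign-flip test, p = 0.25). The 3 epithelial markers, miR-200a, miR-200c and miR-205, averaged 4.03 ± 2.29 at estrus and 1.90 ± 0.38 at diestrus. This difference lay within the replicate error (exact permutation test, p = 0.3), and it was negative in animal 2. The 6 let-7 members averaged 5.81 ± 1.52 at estrus and 3.78 ± 0.64 at diestrus (exact permutation test, p = 0.2). With animals paired they were higher at estrus in all 3, by 2.13, 0.10 and 3.86 (exact sign-flip test, p = 0.25, the smallest possible). The let-7 difference of 2.03 rose to 3.09 for CPM of the column total (exact permutation test, p = 0.1). It was 2.29 for shares put back on the mean column total (exact permutation test, p = 0.3). The shares differ from CPM only in the weight of the pseudocount, so most of the rise went with that weight. The let-7 difference was 0.90 for totals without miR-1246 (exact permutation test, p = 0.6). The shares and these totals were chosen after the data were seen. No erythrocyte marker passed the filter; the 1 listed in the table, miR-486, had 11 reads over all libraries, and no level was computed.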

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

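The count of miRNAs with an adjusted p-value below 0.05 was 0 as reported, with 8 at an unadjusted p-value below 0.05, and it was also 0 for CPM of the column total, where 7 passed unadjusted. It was 1, miR-1246, for quantile normalization. It was also 1, the same miRNA, for 2 scalings chosen after the data were seen, shares put back on the mean column total (adjusted p = 0.0313, limma) and totals without miR-1246. The shares and the CPM values differ only in the weight of the pseudocount of 1, so the call on the shares rests on that weight as well as on the scaling. It ranged from 0 to 6 across the 6 fits that each left out 1 sample, with 6 only without estrus replicate 2. Without estrus replicate 2 the residual variance of miR-1246 itself fell from 3.95 to 0.0356 and the trend variance used for its test from 4.03 to 0.119. Its standard error fell from 1.64 to 0.314, which gave an adjusted p-value of 6.55e-44 (limma) from 5 samples. Over all alternatives the adjusted p-value of miR-1246 ranged up to 0.901, and its log2 change from -6.13 to -2.78. The direction of miR-1246 was negative in each of these 20 fits.

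The count at an unadjusted p-value below 0.05 and at least a 2-fold change, 8 as reported, was 2 with a pseudocount of 10, 2 with a mean of at least 50 and 2 for edgeR with the replicate block. It was 5 after median centring, 5 after quantile normalization and 5 for totals without miR-1246. It was 16 with no filter on low values, of which 12 were higher and 4 lower. It ranged from 0 (without estrus replicate 1) to 11 (without estrus replicate 2) across the fits that each left out 1 sample. edgeR and DESeq2 on the recovered reads gave 10 and 8 miRNAs, and each shared 4 with the list of 8. DESeq2 gave p-values for 48 of the 58 miRNAs and none for miR-99a-5p. The paired limma fit (replicate block) gave 6, all of them in the list of 8. The cause of these differences was not tested.

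The sign of miR-191 reversed from -0.11 to 0.12 with a pseudocount of 10, 0.078 for CPM of the column total, 0.14 for shares of it, 0.59 for edgeR and 0.81 for DESeq2, and ranged from -1.31 to 0.89 over the fits without 1 sample. miR-11980 reversed to -0.0074 after median centring and -0.52 for totals without miR-1246, and ranged from -0.24 to 1.54 without 1 sample. miR-11987 reversed to -0.23 after median centring, -0.93 after quantile normalization and -0.74 for totals without miR-1246, and ranged from -0.91 to 1.96 without 1 sample. Median centring shifted each of the 58 changes by -0.82, so each change between 0 and that size had to reverse. Totals without miR-1246 shifted miR-11980 and miR-11987 by -1.33, and the 58 changes by -1.33 to 0.014, since the pseudocount damps the shift of low miRNAs. The cause of the other reversals was not tested. Of the other log2 changes of named miRNAs, 234 kept their direction and side of the threshold and 7 became stronger. Their sizes still varied over the fits without 1 sample. The ranges were 1.53 to 3.65 for let-7b, 1.26 to 3.34 for let-7f, 2.11 to 5.16 for miR-12034 and 1.92 to 4.79 for miR-2892. The differences in detection, top-10 share, miR-1246 share, leukocyte, epithelial and let-7 levels kept their direction in each alternative run for them, and the candidate count stayed at 0. Some sizes moved widely. Without estrus replicate 3, detection went from 69.7 to 41.7 miRNAs, the top-10 share from -12.7 to -3.51 percentage points and the epithelial level from 2.12 to 0.94. Without estrus replicate 2 these differences were 97.7, -19.3 and 3.23. The erythrocyte level gave no value under the main filter and was not run.

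The spread between replicates limits what a negative result means here. Only 11 miRNAs had at least 10 reads in every library, but the simulations did not vary depth, so its part was not measured. At the dispersion of these libraries, 18.9% of simulated 16-fold changes were called by limma in 3 against 3 samples, so most changes of that size would be missed. At the same depths and a dispersion of 0.1, limma called 100% of them.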

Other observations

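The tests on miR-1246, on pairs of miRNAs with equal reads and on miR-142-5p were chosen only after the result was seen.

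The 6 samples can be split into 3 and 3 in 10 ways. The real split parts all 3 same-animal pairs, and 4 splits do so; the other 6 part 1 pair and keep the remaining animals together. Of these 4 splits, 1 (the real one) gave as many as 8 miRNAs at an unadjusted p-value below 0.05 with at least a 2-fold change. Among the other 6, the split of estrus replicates 1 and 2 with diestrus replicate 2 against the rest gave more, 11 such miRNAs and 7 at an adjusted p-value below 0.05. For the adjusted count and the candidate count, both 0, all 4 splits gave as many, which is fixed by a count of 0. With 4 splits no share under 0.25 is possible, so the list of 8 cannot be told apart from an arbitrary split of these samples.

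Unequal depth acting through the log2 scale is a candidate explanation for the list of 8 miRNAs. In 100 simulated tables of 58 miRNAs with the real depths and no phase difference, the 95th percentile was 6 miRNAs and the highest count was 10. The real count lies above that percentile. The simulated miRNAs were independent of each other, unlike real ones, so this comparison is lenient.

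The higher number of miRNAs detected at estrus may follow from sequencing depth. At the depth of the smallest library the difference shrank from 69.7 to 17.9 miRNAs and the phases overlapped. Most of what remained came from estrus replicate 3, with 135 expected miRNAs, while estrus replicate 1 had 94.5 and the diestrus libraries 84.0 to 89.1.

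Estrus replicate 3 differed from the other 5 libraries in what it contained. It held 47 miRNAs read in no other library, against 2 to 5 in the others. If sequencing depth were the source, drawing every library down to 3015 reads would remove the excess. At that depth it was expected to hold 38.9 private miRNAs, against 8.02 to 12.6 in the others. Its library identifier has another form than the other 5, but the labels name no batch, so a library batch, another RNA input and the animal's own state were not tested and cannot be told apart. Without estrus replicate 3 the epithelial marker difference went from 2.12 to 0.94. The let-7 difference depended less on it, going from 2.03 to 1.47, against 1.72 without estrus replicate 1. These differences deserve a second look in more animals.

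The estrus libraries were less alike than the diestrus libraries, with a gap of 0.49 in mean Spearman correlation. The gap came from estrus replicate 3: its correlations with estrus replicates 1 and 2 were 0.17 and -0.18, while these 2 correlated at 0.60, within the range of the diestrus pairs (0.55 to 0.89). Sequencing depth was tested by thinning all libraries to 3015 reads in 100 draws, and the gap stayed at 0.46. Depth alone thus left most of it. Estrus replicate 2 resembled the diestrus library of its own animal (0.92) more than it resembled estrus replicate 1. Estrus replicate 2 is also the sample whose omission raised the adjusted count from 0 to 6. No biological explanation was tested.

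The share of miR-1246 was the clearest contrast between the phases. Sequencing depth does not change an expected share, and the deeper estrus libraries held fewer miR-1246 reads than the shallower diestrus ones, a difference of -2342 reads on average. In animal 2, whose libraries had 6749 and 5548 reads, the share still differed by 34.9 percentage points, outside the counting intervals. The RNA yield or input behind each library was not analysed here, so the pattern is not singled out as biological. A high share also says nothing on amount: it can arise when other miRNAs fall.

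miR-142-5p had fewer reads in the deeper estrus libraries than in the shallower diestrus ones, a difference of -12.3 reads on average and the opposite of what sequencing depth gives. Less leukocyte RNA at estrus is a candidate explanation, and would lower miR-142-5p and miR-223 together. The other listed leukocyte markers, all below the filter, could not test for such a loss. miR-150 and miR-155 had no reads at diestrus from which to fall. miR-150, miR-155 and miR-146b had 16, 20 and 5 reads in estrus replicate 3, the deepest library. Elsewhere they had no reads except 1 of miR-146b in diestrus replicate 3, so they rest on a single library. miR-223 was also lower at estrus in all 3 animals, but by less: the number of miR-142-5p reads per 100 miR-223 reads was 2.11, 7.46 and 0.173 at estrus and 13.3, 15.3 and 11.6 at diestrus, a log2 difference of -3.25 (exact permutation test, p = 0.1, the smallest possible). Within animals, Fisher's exact test on these reads gave p = 0.00718, 0.216 and 1.31e-11 for animals 1, 2 and 3. These p-values cover counting error only. All pairs of libraries differed beyond that error (chi-square per degree of freedom at least 9.78), so they do not separate phase from variation between libraries. A uniform loss of leukocyte RNA would not move this ratio. The estrus ratios rest on 2, 5 and 1 miR-142-5p reads, and miR-142-5p was chosen after its fall was seen. The ratio therefore cannot decide whether such a loss accounts for miR-142-5p, and a joint but unequal fall also remains open. Differences in composition and in how reads were assigned to miRNAs were not tested, so no biological explanation is singled out.

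Reads counted for more than one near-identical miRNA may inflate the number of apparent results. Among pairs where either member had at least 5 reads in 3 or more libraries, 2 of 41 pairs whose names share a number had equal reads in at least 3 libraries, against 2 of 11430 other pairs (Fisher's exact test, p = 7.44e-05). Many of the other pairs had a nearly absent member and could hardly be equal. Where both members had at least 5 reads, the counts were 2 of 11 and 2 of 883 pairs (Fisher's exact test, p = 0.000816). Each miRNA enters many pairs, so the pairs are not independent and both p-values are descriptive only. The 4 pairs were miR-27a-3p with miR-27b, miR-1777a with miR-1777b, miR-103 with miR-107 and miR-11975 with miR-11976. miR-11975 and miR-11976 are both in the list of 8, where they may stand for the same reads. In estrus replicate 3, 2 of the 4 pairs separated, with 8 and 108 reads for miR-27a-3p and miR-27b and 113 and 19 for miR-103 and miR-107. The other 2 stayed equal there, with 7 reads each for miR-1777a and miR-1777b and 4 each for miR-11975 and miR-11976.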
